# Enhancing regeneration after acute kidney injury by promoting cellular dedifferentiation in zebrafish

**DOI:** 10.1242/dmm.037390

**Published:** 2019-04-05

**Authors:** Lauren Brilli Skvarca, Hwa In Han, Eugenel B. Espiritu, Maria A. Missinato, Elizabeth R. Rochon, Michael D. McDaniels, Abha S. Bais, Beth L. Roman, Joshua S. Waxman, Simon C. Watkins, Alan J. Davidson, Michael Tsang, Neil A. Hukriede

**Keywords:** Acute kidney injury, Macrophages, Renal proximal tubule cell, Cardiovascular, HDAC inhibitor, Therapeutic

## Abstract

Acute kidney injury (AKI) is a serious disorder for which there are limited treatment options. Following injury, native nephrons display limited regenerative capabilities, relying on the dedifferentiation and proliferation of renal tubular epithelial cells (RTECs) that survive the insult. Previously, we identified 4-(phenylthio)butanoic acid (PTBA), a histone deacetylase inhibitor (HDI), as an enhancer of renal recovery, and showed that PTBA treatment increased RTEC proliferation and reduced renal fibrosis. Here, we investigated the regenerative mechanisms of PTBA in zebrafish models of larval renal injury and adult cardiac injury. With respect to renal injury, we showed that delivery of PTBA using an esterified prodrug (UPHD25) increases the reactivation of the renal progenitor gene *Pax2a*, enhances dedifferentiation of RTECs, reduces Kidney injury molecule-1 (Kim-1) expression, and lowers the number of infiltrating macrophages. Further, we found that the effects of PTBA on RTEC proliferation depend upon retinoic acid signaling and demonstrate that the therapeutic properties of PTBA are not restricted to the kidney but also increase cardiomyocyte proliferation and decrease fibrosis following cardiac injury in adult zebrafish. These studies provide key mechanistic insights into how PTBA enhances tissue repair in models of acute injury and lay the groundwork for translating this novel HDI into the clinic.

This article has an associated First Person interview with the joint first authors of the paper.

## Abstract (precis)

**Summary:** Mortality associated with AKI is in part due to limited treatments available to ameliorate injury. The authors identify a compound that accelerates AKI recovery and promotes cellular dedifferentiation.

## INTRODUCTION

Acute kidney injury (AKI) is a rapid decline in renal function that results in 2 million deaths annually worldwide and accounts for billions of dollars in US healthcare costs (Chertow et al., 2005; Murugan and Kellum, 2011). AKI frequently occurs in a hospitalized setting, where 3-20% of patients are affected (Fang et al., 2010; Uchino et al., 2006). It is even more common in the intensive care unit, with up to 67% of patients affected (Bagshaw et al., 2008; Cruz et al., 2007; Hoste et al., 2006; Ostermann and Chang, 2007). It is now recognized that AKI may not be an isolated event; rather, many patients who recover clinically do not regain baseline renal function and are at increased risk for developing chronic kidney disease (Chawla and Kimmel, 2012; Coca et al., 2012; Kjellstrand et al., 1981; Liaño et al., 2007; Venkatachalam et al., 2010).

AKI represents a disease spectrum with numerous contributing causes (Levey and James, 2017). Since renal biopsies are not often performed in AKI patients, the underlying physiology and histopathology have been largely defined using rodent models (Lieberthal and Nigam, 2000; Murugan and Kellum, 2011). These studies have identified key cellular players during AKI events, including roles for the tubular epithelium and the immune system. Specifically, damaged renal tubular epithelial cells (RTECs) undergo dedifferentiation to a mesenchymal state by reactivating pathways common during early renal development (Benigni et al., 2010; Cirio et al., 2014; Imgrund et al., 1999; Lin et al., 2010; Terada et al., 2003; Villanueva et al., 2006; Witzgall et al., 1994). These surviving RTECs proliferate and repopulate areas of lost cells in the nephron (Humphreys et al., 2008). Additionally, injured RTECs activate an immune response by increased expression of Toll-like receptors and production of pro-inflammatory cytokines to attract leukocytes to the kidney (Wolfs et al., 2002; Wu et al., 2007). These signals result in the rapid activation of the innate immune system, with neutrophils arriving within 30 min of ischemia-reperfusion (IR-AKI) injury (Awad et al., 2009; Kelly et al., 1996; Li et al., 2008; Rabb et al., 1994; Thornton et al., 1989). In addition, heterogeneous macrophage populations participate in both tissue injury and repair (Cao et al., 2015; Ricardo et al., 2008). Early in the course of renal injury, pro-inflammatory macrophages (called either classically activated or M1) infiltrate the kidney and perpetuate damage by secreting pro-inflammatory cytokines and producing reactive oxygen species (ROS) (Cao et al., 2015; Jo et al., 2006; Lee et al., 2011). Subsequently, phagocytosis of cellular debris and other environmental cues trigger suppression of M1 macrophages and promote polarization toward a reparative macrophage phenotype (called either alternatively activated or M2) (Cao et al., 2015; Lee et al., 2011). M2 macrophages are generally considered to promote tissue repair, proliferate *in situ* (Zhang et al., 2012), protect RTECs from apoptosis and promote cell cycle progression (Lin et al., 2010; Schmidt et al., 2013; Sola et al., 2011). These coordinated responses are critical for nephron repair and recovery from AKI (Han et al., 2019).

Despite advancements in understanding AKI pathophysiology, there is an unmet need for clinical therapies. No targeted clinical treatments are currently available that accelerate renal recovery or decrease fibrosis when administered after injury. We previously identified 4-(phenylthio)butanoic acid (PTBA), a novel short-chain carboxylic acid class histone deacetylase inhibitor (HDI), which are considered HDAC class-I specific (de Groh et al., 2010; Fass et al., 2011). We previously evaluated the therapeutic potential of PTBA, delivered as a prodrug of either a methyl ester (UPHD25) or amide (UPHD186) (Cianciolo Cosentino et al., 2013; Skrypnyk et al., 2016). In zebrafish and mouse models of AKI, we have shown that PTBA enhances survival, increases RTEC proliferation, ameliorates injury and reduces renal scarring (Cianciolo Cosentino et al., 2013; Novitskaya et al., 2014; Skrypnyk et al., 2016). Importantly, PTBA was efficacious when delivered post-AKI in all animal models, heightening the potential for clinical applicability.

In this study, we utilized the optical transparency of zebrafish larvae to characterize the cellular mechanisms by which PTBA enhances the regenerative response following AKI. Since we have previously shown that PTBA exhibits similar efficacy in both zebrafish and mammalian AKI models, here we focus on zebrafish AKI studies, as we can easily and precisely deliver the compound to zebrafish larvae and subsequently track cell populations by both static- and live-imaging methods. We demonstrate that delivering PTBA as a prodrug (UPHD25) increases RTEC dedifferentiation, attenuates tubular injury, lowers total macrophage recruitment and decreases the number of inflammatory (M1) macrophages. We found that the pro-regenerative effects of PTBA depend on intact retinoic acid (RA) signaling, in line with HDACs being modulators of RA signaling and this pathway playing a key early role in kidney regeneration (Brilli et al., 2013; Chiba et al., 2016). Finally, we looked at the applicability of PTBA to enhance cardiac repair, another RA-dependent model of regeneration (Kikuchi et al., 2011), and found that treatment promotes cardiomyocyte proliferation and decreases fibrosis. Overall, these studies provide insight into the cellular mechanism underlying PTBA-driven regeneration.

## RESULTS

### PTBA increases RTEC dedifferentiation and proliferation post-AKI

We have previously shown that PTBA treatment increases the number of RTECs in active cell cycle in a zebrafish larval model of AKI (Cianciolo Cosentino et al., 2013; Hentschel et al., 2005). To assess whether PTBA increases the population of cells that show AKI-mediated reactivation, we examined whether post-AKI UPHD25 treatment increases expression of Pax2a, a critical early developmental transcription factor for RTEC dedifferentiation (Humphreys et al., 2011; Imgrund et al., 1999; Maeshima et al., 2002; Villanueva et al., 2006). Larvae were injected with gentamicin (gent-AKI) between 78 and 82 hours post-fertilization (hpf), followed by a single-dose UPHD25 treatment at 2 days post injection (dpi) (Fig. 1A) To identify proximal tubules (PTs), we used the *Tg(PT:EGFP)* line (Cianciolo Cosentino et al., 2013). There is little Pax2a expression in uninjured larvae RTECs, and UPHD25 treatment of uninjured larvae does not cause Pax2a reactivation (Fig. 1B,C,F). In gent-AKI larvae, Pax2a is reactivated in RTECs within 48 h after gentamicin injection and expression is maintained in a population of RTECs through at least 3 dpi (Fig. 1D-F). When gent-AKI larvae are treated with UPHD25, the number of Pax2a-positive RTECs significantly increases, as assayed both by immunofluorescence and transcript levels (Fig. 1D-F, Fig. S1A). To demonstrate that Pax2a is expressed in proliferating cells in zebrafish larvae in AKI, as has been shown in murine models (Humphreys et al., 2011), we co-stained for Pax2a and proliferating cell nuclear antigen (PCNA), which marks cells in S-phase. Both UPHD25 and dimethyl sulfoxide (DMSO)-treated injured larvae show double-positive cells, but UPHD25-treated fish exhibit a higher number of double-positive cells than DMSO-treated fish. (Fig. 1G-I). These results suggest that UPHD25 increases selective Pax2a reactivation and concomitant cellular proliferation in an injury setting.

**Fig. 1.**
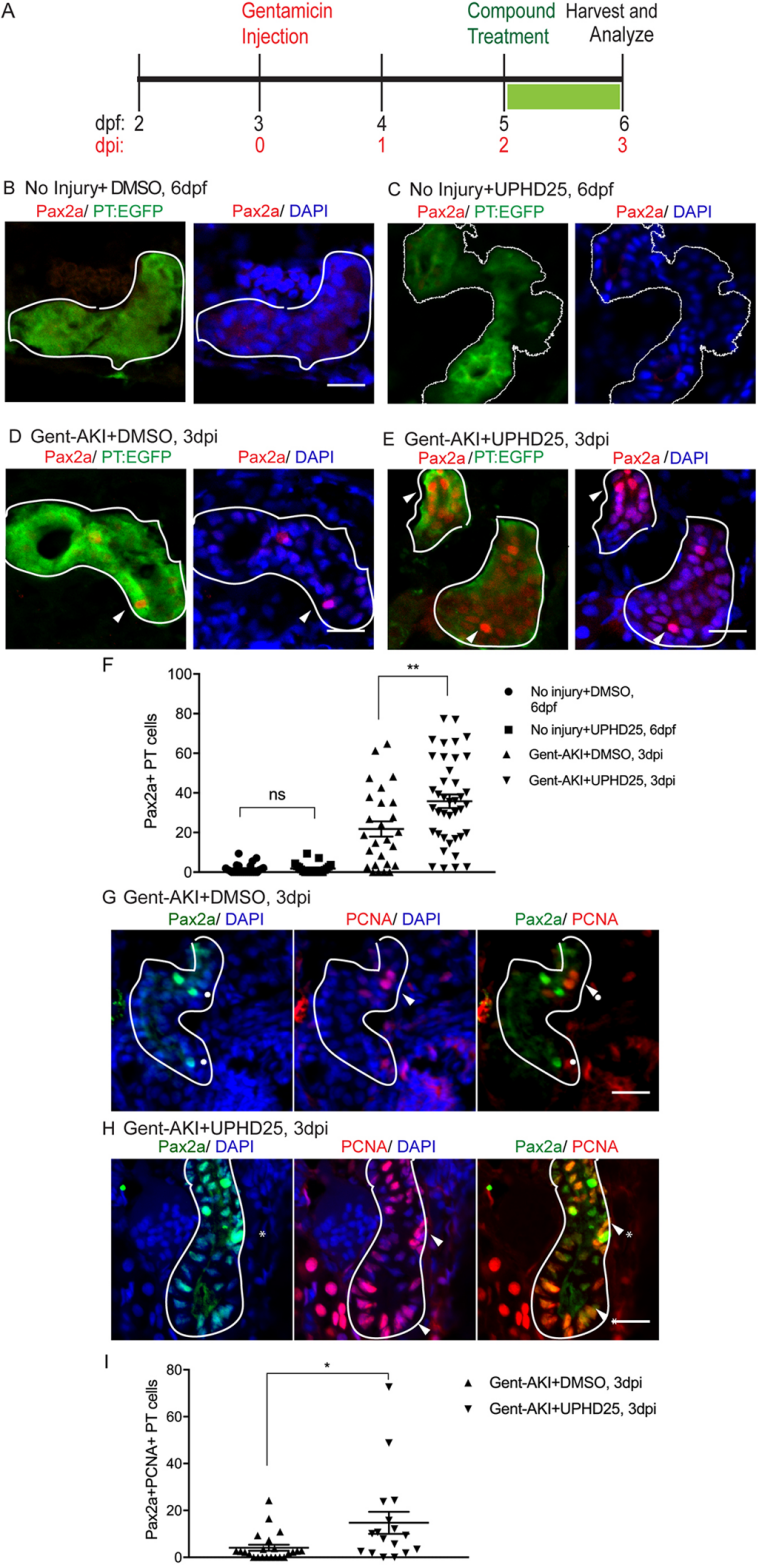
**UPHD25 treatment increases Pax2a reactivation and proliferation during AKI.** (A) Experiment schematic: *Tg(PT:EGFP)* larvae were injected with gentamicin at 3 dpf to induce AKI (gent-AKI). At 2 dpi, gent-AKI larvae were treated with 1% DMSO or 1 μM UPHD25 for 24 h (2-3 dpi) then harvested for analysis. (B-E) Immunofluorescence staining of Pax2a (red), proximal tubule (PT; green) and nuclei (DAPI; blue) of age-matched 6 dpf no injury+DMSO (B), 6 dpf no injury+UPHD25 (C), 3 dpi gent-AKI+DMSO (D) and 3 dpi gent-AKI+UPHD25 (E) larvae. Nuclear localization of Pax2a was shown by overlaying with nuclear counterstain, DAPI (blue). PT is outlined in white and Pax2a+ RTECs are marked with arrowheads. (F) Quantification of Pax2a+ cells. Mean_NoInjury+DMSO_=1.561 (*N*= 26) vs Mean_NoInjury+UPHD25_=1.787 (*N*=21) vs Mean_Gent-AKI+DMSO_=21.8 (*N*=26) vs Mean_Gent-AKI+UPHD25_=35.79 (*N*=40). Data pooled from three biological replicates are shown expressed as mean±s.e.m. One-way ANOVA. (G,H) Immunofluorescence co-stain of Pax2a (green), PCNA (red) and DAPI (blue) in gent-AKI+DMSO (G) and gent-AKI+UPHD25 (H). Nuclear localization of PCNA was shown by overlaying with nuclear counterstain, DAPI (blue). Pax2a+ cells are marked with asterisks and PCNA+ are marked with arrowheads. (I) Quantification of Pax2a+ PCNA+ cells. Mean_Gent-AKI+UPHD25_=4.08 (*N*=23) vs Mean_Gent-AKI+UPHD25_=14.74 (*N*=17). Data pooled from three biological replicates are shown expressed as mean±s.e.m. Two-tailed *t*-test: *P<0.05, **P<0.01, ns, not significant. Scale bars: 20 μm.

### UPHD25 treatment increases dedifferentiation and ameliorates injury

To confirm that Pax2a reactivation is associated with dedifferentiation of RTECs, we examined the effect of PTBA on Vimentin expression, an intermediate-filament protein that increases in dedifferentiated RTECs after AKI (Witzgall et al., 1994). We treated gent-AKI *Tg(PT:EGFP)* fish with DMSO or UPHD25 at 2 dpi and examined co-expression of Vimentin and Pax2a. Uninjured, control larvae did not show Vimentin staining, while gent-AKI resulted in Vimentin expression in Pax2a+ cells (Fig. 2A,B). Gent-AKI+UPHD25 showed significantly increased Vimentin expression when compared to gent-AKI+DMSO-treated fish via both immunofluorescence and transcript levels (Fig. 2B-D, Fig. S1B). 

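Proximal tubules were dissected from larvae of the *Tg(PT:EGFP)* line, in which proximal tubule cells are green, and their polyadenylated RNA was sequenced in 2 groups, gent-AKI+DMSO and gent-AKI+UPHD25. Larvae were injected with gentamicin at 3 dpf, treated at 2 dpi with 1% DMSO or 1 μM UPHD25, the prodrug of PTBA, for 24 h, and collected at 6 dpf. Each library came from a pool of 100 larvae, and each group had 3 libraries, numbered as replicates 1 to 3. The authors deposited the number of reads counted on each gene in each library, without normalization. The counts on genes summed to between 11851159 and 30750026 per library in gent-AKI+DMSO, with a median of 12031990, and to between 10781071 and 23328700 in gent-AKI+UPHD25, with a median of 12326927. In both groups the replicate 1 library was the deepest, at 30750026 and 23328700 counts. The count table lists 32520 genes by Ensembl identifier, of which 26081 had at least 1 count in some library. It does not pair the identifiers with gene names, so EMT markers were not analysed here by name.

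**Figure D1:**
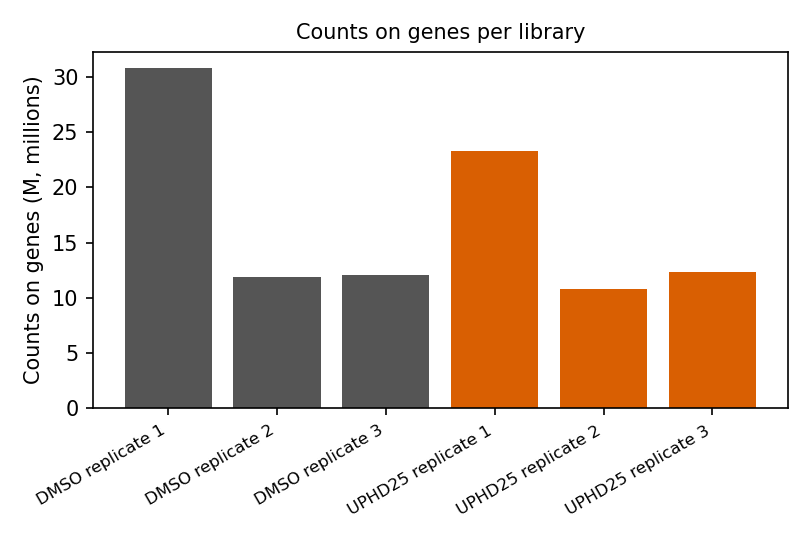
Counts on genes per library (vertical axis, in M counts), with a bar for each library of gent-AKI+DMSO (grey) and gent-AKI+UPHD25 (orange). The replicate 1 libraries reach 30.75 M and 23.3 M counts, and the lowest library, UPHD25 replicate 2, reaches 10.8 M counts.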

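The transcriptomes of gent-AKI+UPHD25 and gent-AKI+DMSO were compared over the 17497 genes that passed edgeR's filter on low counts, with edgeR's TMM normalization and its two-sided quasi-likelihood test (n = 3 libraries per group). No gene had an adjusted p-value under 0.05 after Benjamini-Hochberg adjustment (0 genes), and the smallest adjusted p was 0.207. The unadjusted p was under 0.05 for 2186 genes, or 12.5% of those tested, where 5% are given by chance if the libraries are independent. Of these, 1590 were higher and 596 lower after UPHD25. All 3 UPHD25 libraries were above all 3 DMSO libraries for 1811 genes and below them for 1306 genes. Together these were 17.8% of the genes, where chance gives 10% if the libraries are independent. The log2 fold change was above 1 for 1337 genes and below -1 for 248 genes. Without UPHD25 replicate 3, these numbers were 916 and 321. In the same fit, 1293 genes with an unadjusted p under 0.05 were higher and 603 lower after UPHD25. Libraries with the same replicate number deviated together: across genes, which are not independent replicates, their deviations from the group means correlated at 0.49, 0.29 and 0.21 for replicates 1, 2 and 3. With the replicate number as a block, 0 genes had an adjusted p under 0.05 and 2722 genes had an unadjusted p under 0.05. The alternative that moved the result most among those chosen before the data were examined was DESeq2's Wald test, which gave 639 genes with a Benjamini-Hochberg adjusted p under 0.05, 518 higher and 121 lower after UPHD25. The gene with the smallest unadjusted p, ENSDARG00000036893, was chosen after its values were seen. Its level was 126 ± 10.9 CPM (SD, n = 3) after DMSO and 52.2 ± 6.24 CPM (SD, n = 3) after UPHD25. Its log2 fold change was -1.27 (standard error 0.17, adjusted p = 0.207 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and the groups did not overlap (two-sided exact permutation test, p = 0.1, the smallest p that 3 libraries against 3 allow).

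**Figure D2:**
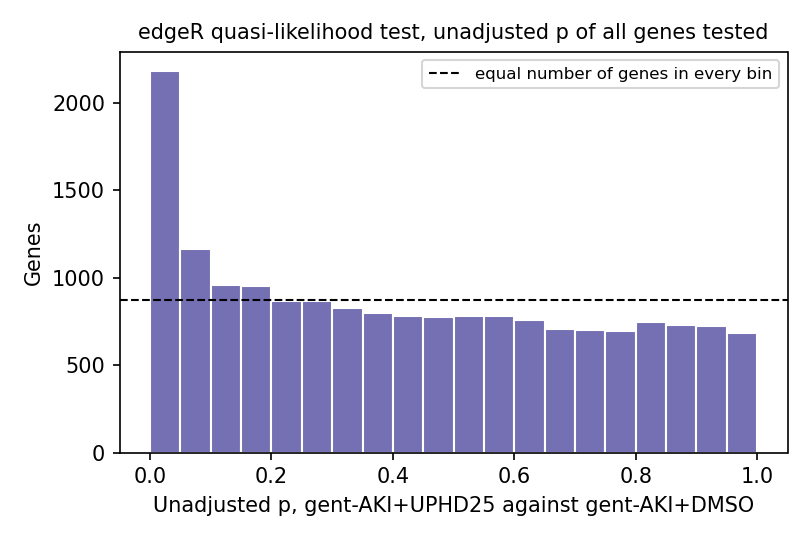
Number of genes (vertical axis) in each bin of the unadjusted p of edgeR's quasi-likelihood test (horizontal axis, bins 0.05 wide), for gent-AKI+UPHD25 against gent-AKI+DMSO. The lowest bin holds 2186 genes and the highest 683 genes, and the dashed line marks an equal number of genes in every bin.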

As further evidence that dedifferentiation is enhanced with UPHD25 treatment, we performed RNA-seq transcriptome profiling of epithelial-to-mesenchymal transition (EMT) markers (Grande et al., 2015; Lovisa et al., 2015) (see supplemental methods). In isolated PTs from injured kidneys treated with either DMSO or UPHD25, there was a trend of downregulation of known epithelial markers and a trend of upregulation of mesenchymal markers in those larvae treated with UPHD25 as compared to the DMSO controls (Fig. S1D). Together with an increased expression of Pax2 and Vimentin, these changes in expression of EMT markers further validate the observation that UPHD25 treatment enhances dedifferentiation in RTECs.

**Fig. 2.**
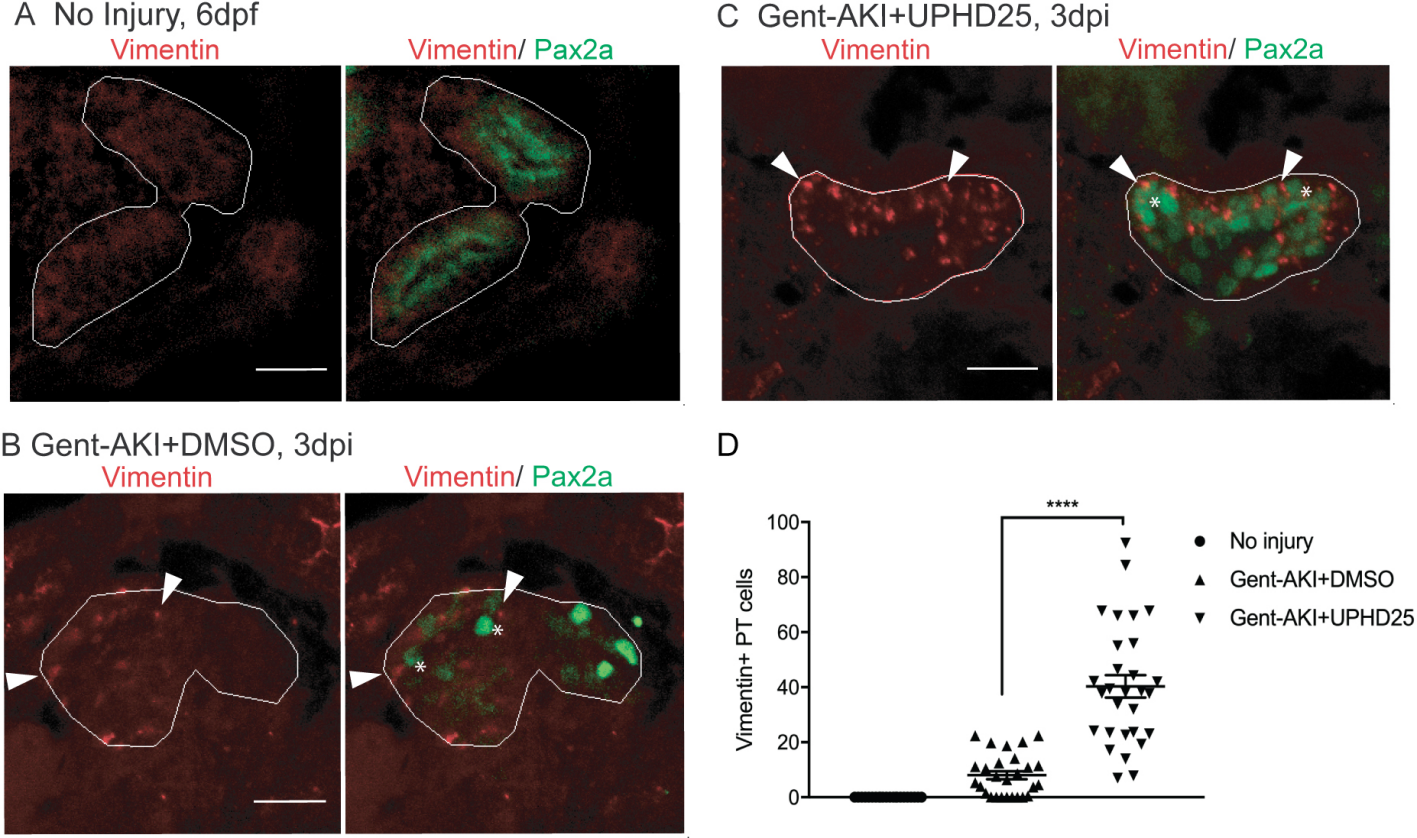
**UPHD25 treatment increases dedifferentiation during AKI.** (A-C) Immunofluorescence co-stain of Vimentin (red; cytosolic) and Pax2a (green) in PT of age-matched 6-dpf no injury (A), 3 dpi gent-AKI+DMSO (B) and 3 dpi gent-AKI+UPHD25 (C) fish. (D) Quantification of Vimentin+ RTECs. Mean_NoInjury+UPHD25_=0 (*N*=22) vs Mean_Gent-AKI+DMSO_=8.00 (*N*=27) vs Mean_Gent-AKI+UPHD25_=40.31 (*N*=29). Pax2a+ cells are marked with asterisks and Vimentin+ RTECs are marked with arrowheads. PT is outlined in white. Data pooled from three biological replicates are shown expressed as mean±s.e.m. One-way ANOVA: ****P<0.001. Scale bars: 20 μm.

Since treatment increases dedifferentiation and proliferation of PT cells, we examined the effect of PTBA on levels of Kidney injury molecule-1 (Kim-1) expression, which increases in RTECs after AKI and also plays a role in fibrosis and leukocyte recruitment (Humphreys et al., 2013; Ichimura et al., 1998). Following gent-AKI in zebrafish larvae, robust Kim-1 staining is detectable in injured fish by 2 dpi (Chiba et al., 2016). To quantify Kim-1 protein, we measured the percent area of fluorescence within the tubule as well as *kim-1* mRNA expression levels (Fig. 3A-C, Fig. S1C). Compared to gent-AKI+DMSO, the gent-AKI+UPHD25 group showed a decrease in renal Kim-1 protein expression and transcript levels at 3 dpi (Fig. 3B-D, Fig. S1C). Collectively, the data demonstrate that Pax2a reactivation occurs in dedifferentiated RTECs after gentamicin injury, and that PTBA mitigates cellular injury in RTECs.

**Fig. 3.**
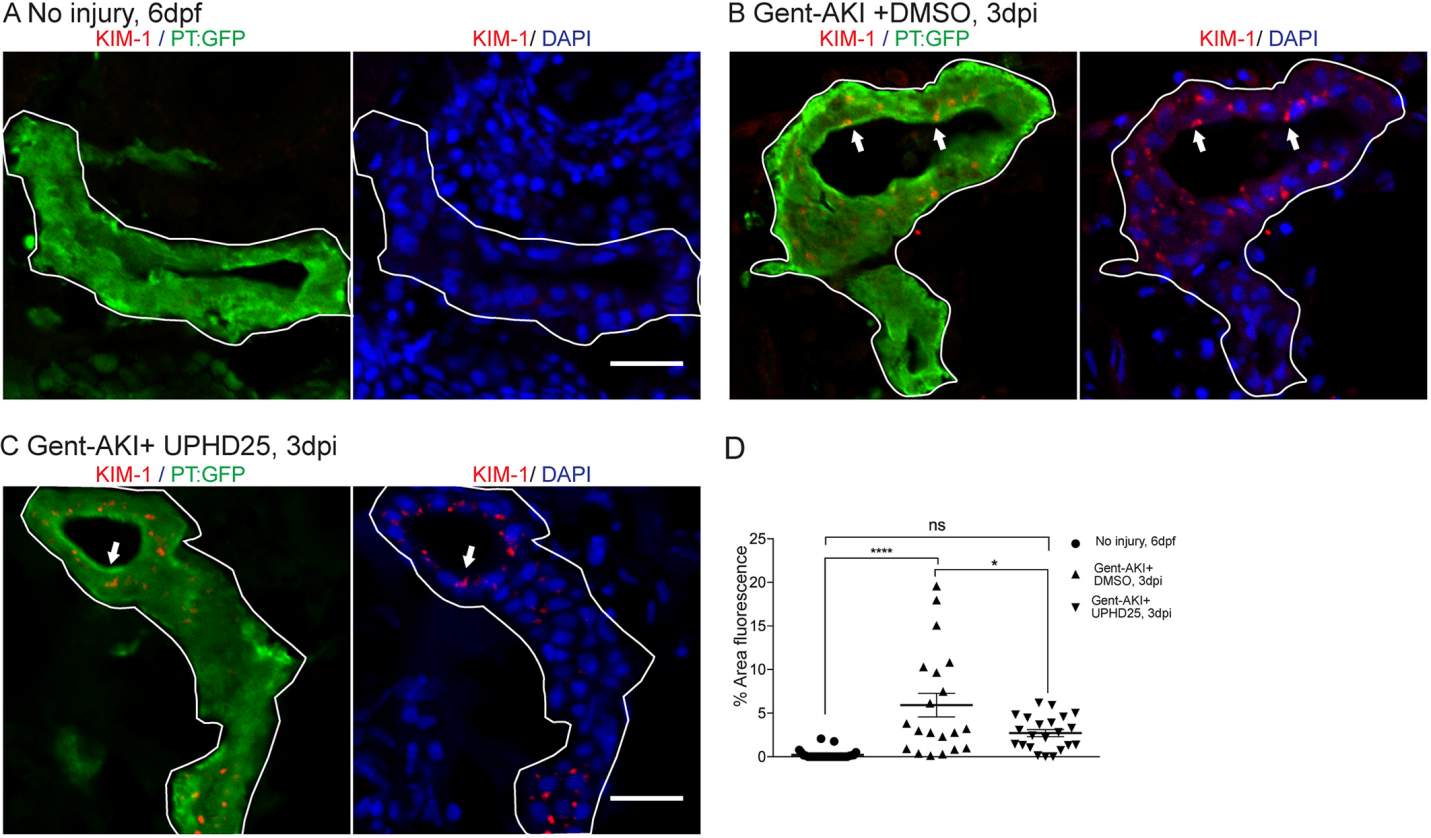
**UPHD25 treatment decreases Kim-1 expression level after AKI.** (A) Immunofluorescence of Kim-1 expression in 6 dpf uninjured (A), 3 dpi gent-AKI +DMSO (B) and 3 dpi gent-AKI +UPHD25 (C) larvae. Apical localization of Kim-1 was shown by overlaying with nuclear counterstain, DAPI (blue). Histological sectioning poses a challenge of obtaining a perpendicular transversal cut to observe Kim-1 apical localization. (C) Shows an ideal perpendicular transversal section to observe apical expression of Kim-1. PTs are outlined in white and RTECs with Kim-1 expression are marked with arrows. (D) Quantification of Kim-1 was acquired via measuring the area of Kim-1 expression in PTs. Mean_NoInjury_=0.22 (*N*=29) vs Mean_Gent-AKI+DMSO_=5.92 (*N*=20) vs Mean_Gent-AKI+UPHD25_=2.71 (*N*=22). Data pooled from three biological replicates are shown expressed as mean±s.e.m. One-way ANOVA: *P<0.05, ****P<0.001, ns, not significant. Scale bars: 20 μm.

### Immune system response in zebrafish gent-AKI

Activation of Kim-1 in RTECs has been associated with a prolonged inflammatory response and fibrosis in mice (Humphreys et al., 2013). Thus, we determined whether PTBA affects the leukocyte response in the zebrafish gent-AKI model. In mammals, AKI results in the rapid influx of neutrophils and macrophages (Cao et al., 2015; Jo et al., 2006; Lee et al., 2011; Li et al., 2008; Ricardo et al., 2008), but these responses have not yet been characterized during AKI in zebrafish. Since the innate immune response is functional in zebrafish larvae by 3 dpf (Keightley et al., 2014), we first determined whether neutrophils and macrophages also infiltrate the pronephric kidney after gent-AKI. To evaluate the neutrophil response, we performed time-lapse confocal imaging in gent-AKI transgenic fish expressing mCherry driven by the *cadherin-17* promoter, *Tg(cdh17:mCherry)*, a renal tubule marker (Sanker et al., 2013), and enhanced GFP driven by the *lysozyme C* promoter, *Tg(lyz:EGFP)*, a marker of neutrophils (Fig. 4A) (Ellett et al., 2011; Kitaguchi et al., 2009). We captured *z*-stack images of the PT region over 17 h beginning at 24 hours post-injury (hpi). In uninjured fish, EGFP+ neutrophils move rapidly, with few cells accumulating near the PT (Fig. 4B, Movie 1). In contrast, neutrophils in gent-AKI fish move slowly, and several migrated adjacent to the mCherry-positive kidney epithelium (Fig. 4B, Movie 2). In order to quantify the response, we acquired samples at several time points and quantified EGFP+ neutrophils adjacent to the PT by examining serial sections (Fig. 4C). At 4 dpf (1 dpi), there is no change in the number of renal neutrophils after gentamicin injection (Fig. 4D). However, gent-AKI larvae showed significantly more renal neutrophils at both 5 dpf (2 dpi) and 6 dpf (3 dpi), compared to uninjured controls (Fig. 4D).

**Fig. 4.**
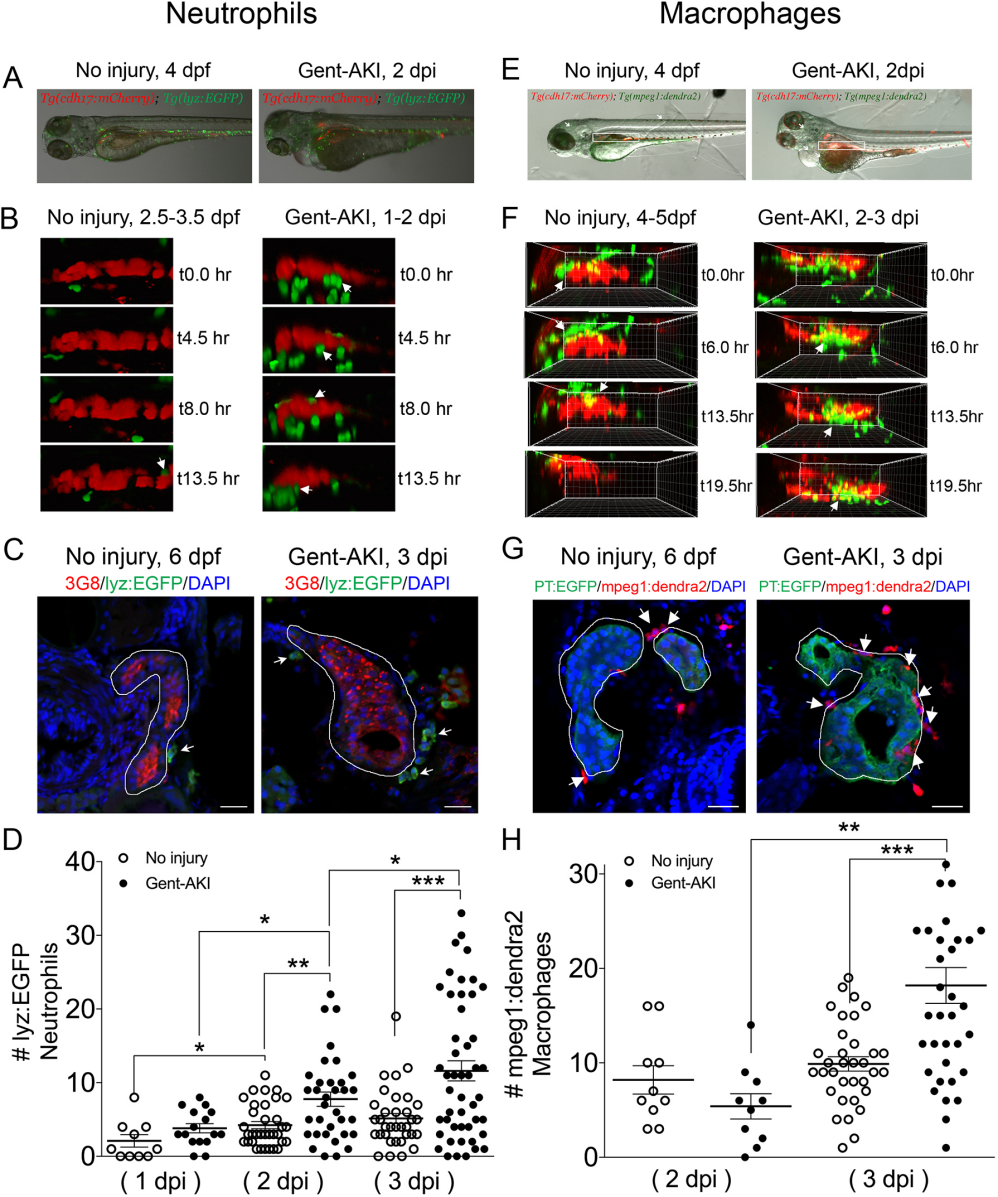
**Neutrophil and macrophage populations change in the kidney field after AKI.** (A-D) *Tg(cdh17:mCherry); Tg(lyz:EGFP)* transgenic zebrafish were used for neutrophil analyses. (E-H) *Tg(cdh17:mCherry); Tg(mpeg1;dendra2)* transgenic zebrafish were used for macrophage analyses. (A,E) Transgenic lines were injected with gentamicin at 3 dpf and imaged at 2 dpi. (B,F) Snapshots of live imaging of *lyz*+ neutrophils imaged at 1 dpi for 13.5 h (B) and *mpeg1*+ macrophages imaged at 2 dpi for 19.5 h (F) in a no-injury and gent-AKI setting. Arrows indicate neutrophils or macrophages adjacent to PTs. (C,G) Immunofluorescence co-stain of PTs (red or green) and neutrophils (green) (C) or macrophages (red) (G) in no-injury and gent-AKI at 3 dpi. PTs are outlined in white and adjacent leukocytes are marked with arrows. (D,H) Quantification of neutrophil (D) and macrophage (H) numbers adjacent to the PT before and after injury. Mean_NoInjury5dpf_=4.24 (*N*=34) vs Mean_2dpi_=7.76 (*N*=34) vs Mean_NoInjury6dpf_=5.15 (*N*=34) vs Mean_3dpi_=11.60 (*N*=48). Adjacent leukocytes were counted for both no injury and gent-AKI at 1, 2 and 3 dpi (D), and 2 and 3 dpi (H). Data pooled from three biological replicates are shown expressed as mean±s.e.m. One-way ANOVA: *P<0.05, **P<0.01, ***P<0.005. Scale bars: 20 μm.

We performed similar imaging and histology studies to evaluate the macrophage response. To visually detect macrophages, we utilized the transgenic reporter line *Tg(mpeg1:dendra2)*, in which macrophages are green (Harvie et al., 2013). We performed live time-lapse imaging in *Tg(cdh17:mCherry); Tg(mpeg1:dendra2)* double-transgenic fish after gentamicin injection (Fig. 4E). We captured *z*-stack images of the PT region over 20 h beginning at 48 hpi and observed an influx of macrophages to the PT in gent-AKI fish. Uninjured fish display Dendra2+ macrophages circulating rapidly; however, only a few macrophages make prolonged contact with the PT (Fig. 4F, Movie 3). In contrast, gent-AKI fish show recruitment and retention of many macrophages to the mCherry+ kidney epithelium (Fig. 4F, Movie 4). To quantify this response, we fixed *Tg(mpeg1:dendra2); Tg(PT:EGFP)* double-transgenic fish and counted the number of Dendra2+ macrophages adjacent to the PT (Fig. 4G). Compared to uninjured fish, gent-AKI larvae showed an increased number of renal macrophages at 3 dpi (Fig. 4G,H). Taken together, these data indicate that the gent-AKI zebrafish larvae show a robust innate immune response between 2 and 3 dpi.

### Effect of PTBA on the immune system

Having characterized the timing of neutrophil and macrophage influx during gent-AKI in zebrafish larvae, we assessed whether PTBA affects the innate immune response. We treated gent-AKI *Tg(lyz:EGFP)* or *Tg(mpeg1:dendra2)* fish with DMSO or UPHD25, and quantified renal neutrophils and macrophages at 3 dpi (Fig. 5A,B). At this time point, there was no significant change in the number of neutrophils, but there was a small but significant decrease in the number of macrophages between treatment groups. This suggests that UPHD25 treatment does not affect initial neutrophil recruitment but may decrease the overall number of macrophages that are recruited to the PT (Fig. 5C,D).

**Fig. 5.**
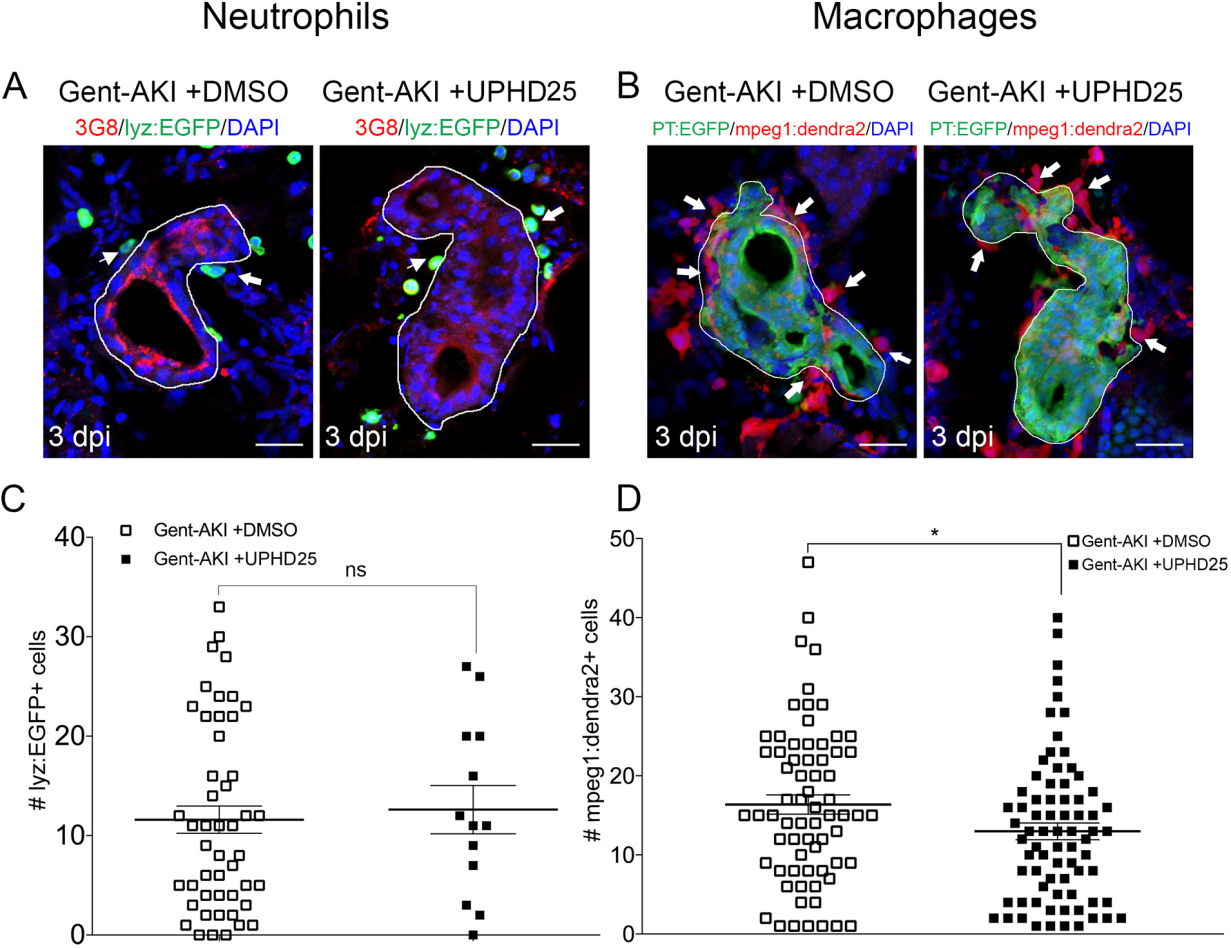
**UPHD25 treatment has no effect on neutrophil response but lowers total macrophage recruitment during early AKI phase.** (A,C) *Tg(cdh17:mCherry); Tg(lyz:EGFP)* transgenic zebrafish were used for neutrophil analyses. (B,D) *Tg(cdh17:mCherry); Tg(mpeg1;dendra2)* transgenic zebrafish were used for macrophage analyses. (A,B) Immunofluorescence co-stain of PTs (red or green) and neutrophils (green) (A) and macrophages (red) (B) in gent-AKI+DMSO and gent-AKI +UPHD25. PTs are outlined in white and leukocytes are marked with arrows. (C) Quantification of neutrophil numbers showed no significance between DMSO and UPHD25 treatment groups. (D) Quantification of macrophage numbers showed a significant decrease in macrophage numbers in UPHD25 treatment group. Mean_Gent-AKI+DMSO_=16.38 (*N*=69) vs Mean_Gent-AKI+UPHD25_=12.99 (*N*=75). Data pooled from three biological replicates are shown expressed as mean±s.e.m. Two-tailed *t*-test: *P<0.05, ns, not significant. Scale bars: 20 μm.

Since the *mpeg1* transgenic line marks multiple macrophage phenotypes, we wanted to determine whether UPHD25 treatment affected macrophage polarization (Cao et al., 2015; Jo et al., 2006; Lee et al., 2011). Studies have shown that zebrafish undergo M1/M2 polarization akin to their mammalian counterparts (Nguyen-Chi et al., 2015; Wiegertjes et al., 2016). Therefore, we utilized the *Tg(mpeg1:dendra2)* line and stained for TNFα, an M1-specific pro-inflammatory cytokine (Fig. 6A-C) (Nelson et al., 2013). Since other pro-inflammatory cells also express TNFα, we quantified the ratio of cells that co-labelled TNFα+/mpeg1:Dendra2+. In gent-AKI+DMSO-treated fish, many M1 macrophages are recruited to RTECs, while gent-AKI+UPHD25-treated fish display fewer M1 macrophages (Fig. 6A-C). To quantify M2 macrophages, we utilized the same method, but used an M2-specific enzyme, Arginase-2 (Fig. S2; see supplemental methods) (Wiegertjes et al., 2016). Comparing gent-AKI+DMSO- with gent-AKI+UPHD25-treated fish, we found no significant change in the number of M2 macrophages in the renal field (Fig. 6D-F). Overall, these results suggest that PTBA reduces total macrophage recruitment and the number of inflammatory macrophages recruited to the damaged tubule.

**Fig. 6.**
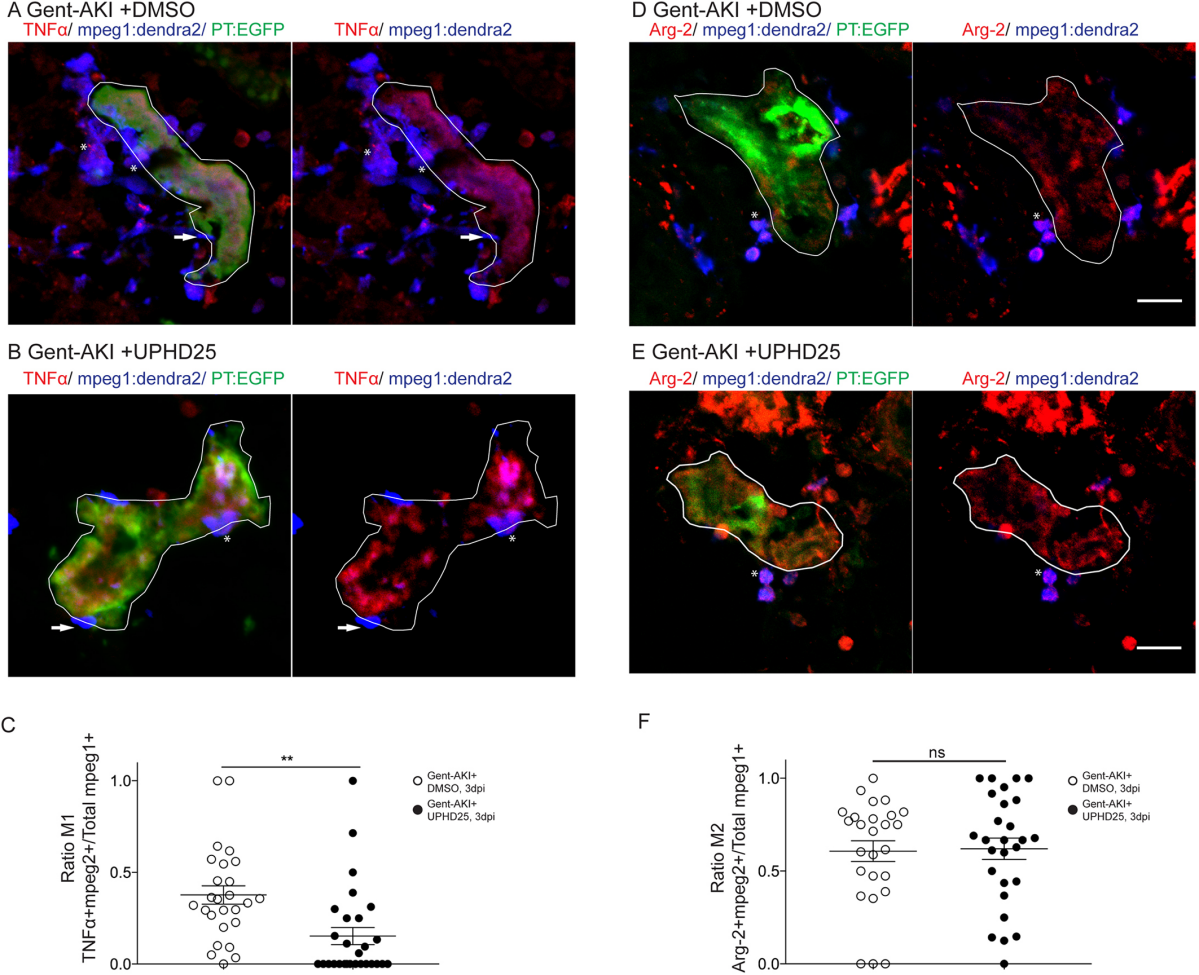
**UPHD25 treatment reduces total M1 macrophage population, but not M2 macrophage population.** *Tg(mpeg1:dendra2); Tg(PT:EGFP)* transgenic zebrafish were used for macrophage polarization analysis. (A,B) Immunofluorescence co-stain of TNFα (red), macrophages (blue) and PT (green) in gent-AKI+DMSO (A) and gent-AKI+UPHD25 (B). PTs are outlined in white. TNFα+/mpeg+ are marked with an asterisk and TNFα−/mpeg1+ are marked with an arrow. (C) Quantification of M1 macrophage recruitment by counting TNFα+/mpeg1+ cells adjacent to the PT. Mean_Gent-AKI+DMSO_=0.38 (*N*=26) vs Mean_Gent-AKI+UPHD25_=0.15 (*N*=28). (D,E) Immunofluorescence co-stain of arginase-2 (red), macrophages (blue) and PT (green) in gent-AKI+DMSO (D) and gent-AKI+UPHD25 (E). Arg2+/mpeg1+ are marked with an asterisk. (F) Quantification of M2 macrophage recruitment by counting Arg-2+/mpeg1+ cells adjacent to the PT. Mean_Gent-AKI+DMSO_=0.61 (*N*=26) vs Mean_Gent-AKI+UPHD25_=0.62 (*N*=27). Macrophage numbers were normalized by calculating the ratio of M1 or M2 over total macrophages; i.e. (TNFα+/mpeg1+)/total mpeg1+. Data pooled from three biological replicates are shown expressed as mean±s.e.m. Two-tailed *t*-test: **P<0.01, ns, not significant. Scale bars: 20 μm.

### Effect of PTBA on proximal tubular cell proliferation requires intact RA signaling

Among various pathways critical for macrophage response, the RA pathway has been implicated in macrophage recruitment during AKI (Chiba et al., 2016). Moreover, HDI treatments in mammalian AKI suppress inflammation and fibrosis, thereby improving long-term outcomes (Kinugasa et al., 2010; Marumo et al., 2010). Therefore, we determined whether PTBA required RA activity for efficacy in the zebrafish gent-AKI model. We treated gent-AKI *Tg(PT:EGFP)* fish with Ro41-5253 (abbreviated Ro41), an RA receptor (RAR) antagonist that effectively blocks RA signaling in zebrafish larvae (Chiba et al., 2016). We analyzed proliferation by performing immunofluorescence and quantifying the number of PCNA+ RTECs. In DMSO-treated larvae, Ro41-5253 did not significantly alter the number of PCNA+ RTECs compared to untreated larvae (Fig. 7A,B,E). UPHD25 treatment increased the number of PCNA+ RTECs, while co-treatment with Ro41-5253 and UPHD25 significantly decreased PCNA+ RTECs compared to UPHD25 treatment alone (Fig. 7C-E). Therefore, Ro41-5253 effectively blocks PTBA efficacy, suggesting that treatment requires intact RAR signaling to stimulate RTEC proliferation.

**Fig. 7.**
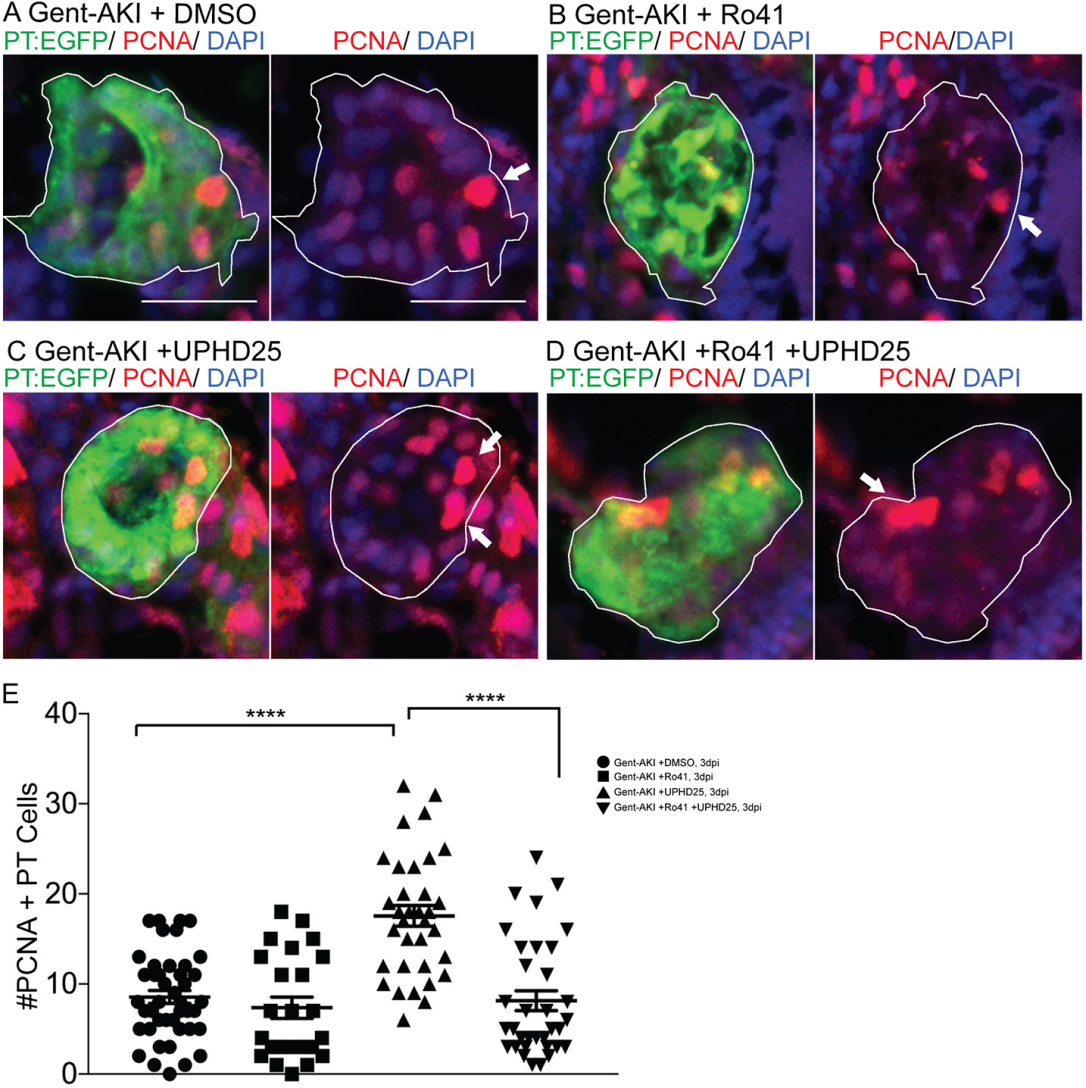
**UPHD25 treatment efficacy requires intact RA signaling.** *Tg(PT:EGFP)* transgenic zebrafish were used to analyze RTEC proliferation. (A-D) Immunofluorescence stain showing cells actively undergoing S-phase marked with PCNA antibody (red) and PT (green) in gent-AKI+DMSO (A), gent-AKI+Ro41 (B), gent-AKI+UPHD25 (C) and gent-AKI+Ro41+UPHD25 (D). PTs are outlined in white and arrows mark PCNA+ RTECs. (E) Quantification of PCNA+ RTECs in each treatment group. Mean_UPHD25_=17.56 (*N*=34) vs Mean_Ro41+UPHD25_=8.15 (*N*=34). Data pooled from three biological replicates are shown expressed as mean±s.e.m. One-way ANOVA: ****P<0.001. Scale bars: 20 μm.

To confirm the specificity of Ro41-5253, we utilized an inducible transgenic zebrafish line, *Tg(hsp70l:EGFP-HS-dnRARα)*, in which heat shock stimulates expression of a dominant-negative form of the human RAR-alpha (DN-RARα; see supplemental methods) (Pogoda et al., 2018; Waxman et al., 2008; Waxman and Yelon, 2011). We previously showed that UPHD25 treatment increased active RTEC proliferation in uninjured larvae (Cianciolo Cosentino et al., 2013). Therefore, we evaluated whether reducing RA signaling in this heat-inducible transgenic model would block UPHD25-stimulated RTEC proliferation. Uninjured *Tg(hsp70l:EGFP-HS-dnRARα)* larvae were heat shocked for 1 h at 5 dpf then treated with either DMSO or UPHD25 for 24 h. We quantified PCNA at 6 dpf and compared proliferation to wild-type larvae treated with DMSO or UPHD25 (Fig. S3A-E). Proliferation rates were comparable between heat-shocked (+HS) and non-heat-shocked (−HS) larvae treated with DMSO (Fig. S3A,B); however, UPHD25 −HS treatment showed impaired RTEC proliferation compared to UPHD25 +HS (Fig. S3C,D). Therefore, in uninjured larvae, UPHD25 requires RA signaling to stimulate RTEC proliferation. Similarly, we evaluated proliferation in this transgenic model after AKI at 3 dpf. At 2 dpi, larvae were heat shocked for 1 h and then treated with DMSO or UPHD25 for 24 h (Fig. S3F-J). Overall, gent-AKI larvae showed higher proliferation than the no-injury group, suggesting that injury results in increased proliferation. Within the gent-AKI group, proliferation rates were comparable between DMSO +HS and DMSO −HS (Fig. S3F,G). However, gent-AKI +UPHD25 +HS showed impaired RTEC proliferation compared to UPHD25 −HS controls (Fig. S3H,I). Therefore, either pharmacologic or genetic inhibition of RAR signaling significantly reduces UPHD25 efficacy. Taken together, these data indicate that the mechanism of action of PTBA requires upstream RA signaling.

Additionally, we evaluated treatment in an adult zebrafish model of cardiac injury (Poss et al., 2002), in which RA signaling has been shown to be essential for regeneration (Kikuchi et al., 2011). Adult zebrafish recover from this procedure within 30-60 days and recovery relies on the regenerative capacity of proliferating cardiomyocytes, which peaks around 7 days post-amputation (dpa) (Jopling et al., 2010; Kikuchi et al., 2010; Poss et al., 2002). At 1 dpa, adult zebrafish were treated daily with 200 μM UPHD25 until 6 dpa (see supplemental methods) (Missinato et al., 2015; Pugach et al., 2009). We evaluated cardiomyocyte proliferation at 7 dpa by staining for Mef2c, a marker of cardiomyocytes, and PCNA (see supplemental methods; Fig. S4A-C). UPHD25 treatment did not affect cardiomyocyte proliferation in uninjured fish (Fig. S4A,C), suggesting that PTBA does not affect non-injured, differentiated cells in adult tissue. After cardiac injury, UPHD25 treatment significantly increases the number of proliferating cardiomyocytes (Fig. S4B,C). To determine whether increased cardiomyocyte proliferation is associated with long-term beneficial effects, we performed acid fuchsin Orange G (AFOG) staining after cardiac injury and quantified the fibrotic clot size at 20 dpa (see supplemental methods; Fig. S4D). Compared to DMSO-treated controls, UPHD25-treated fish showed a significant reduction in clot size, indicating acceleration of recovery (Fig. S4D,E). Taken together, these data show that PTBA improves recovery after cardiac injury by increasing cardiomyocyte proliferation and decreasing fibrosis.

## DISCUSSION

In this study, we showed that treatment with the PTBA prodrug UPHD25 enhances recovery after gent-AKI in zebrafish larvae by ameliorating tubular injury and stimulating RTEC dedifferentiation and proliferation. This work demonstrates that PTBA is a useful chemical probe to dissect early post-repair processes in RTECs involving dedifferentiation and proliferation. PTBA treatment also increased cardiomyocyte proliferation following heart injury. Taken together, these studies indicate that PTBA may possess broad therapeutic potential across multiple organ injury models.

There is evidence that cellular stress following injury results in cell-cycle arrest of RTECs (Yang et al., 2010). Prolonged cell-cycle arrest at either G1/S or G2/M checkpoints promotes maladaptive tubular responses associated with impaired repair and increased fibrosis after AKI (Ferenbach and Bonventre, 2015; Kellum and Chawla, 2016). We previously determined that PTBA drives an increase in the number of actively proliferating tubular epithelial cells and reduces the number of tubular epithelial cells in G2/M (Cianciolo Cosentino et al., 2013; Novitskaya et al., 2014). Since post-AKI fibrosis is thought to result from the accumulation of injured tubular epithelial cells in G2/M (Lin et al., 2010; Liu et al., 2013; Varmeh et al., 2011; Yang et al., 2010; Zahedi et al., 2006), these data suggest that PTBA reduces fibrosis by promoting effective tubular repair by more cells progressing through the G2/M checkpoint and increasing proliferation. In various acute injury settings, cells that undergo proliferation are thought to originate from dedifferentiating cells (Bonventre, 2003; He et al., 2013; Wang et al., 2017). Our findings demonstrate that PTBA induces an increase in Pax2a and Vimentin expression, known markers of RTEC dedifferentiation, as well as an increase in mesenchymal genes and a reduction in epithelial genes (Grande et al., 2015; Imgrund et al., 1999; Lovisa et al., 2015; Maeshima et al., 2002; Witzgall et al., 1994). Overall, this panel of markers provides a clear demonstration that the effects of PTBA occur through an EMT response with an increase in the number of dedifferentiated RTECs with a high proliferative potential.

Mouse studies have shown that PTBA treatment enhances recovery from AKI by influencing the innate immune response. After treating with the nephrotoxin aristolochic acid, Novitskaya et al. observed a late-AKI overall reduction in macrophage number that correlated with increased functional recovery and decreased fibrosis (Novitskaya et al., 2014). This is consistent with other reports of beneficial, anti-inflammatory properties of HDIs in kidney disease models (Venkatachalam et al., 2010; Wynn, 2010). In gent-AKI zebrafish, we saw a small but significant difference in the number of early infiltrating macrophages after treatment. These findings suggest that PTBA treatment may reduce the early innate immune response either by promoting a healthier microenvironment or by altering the response from an inflammatory (M1) to repair (M2) environment. In agreement with promoting a favorable repair environment, treatment was determined to both reduce Kim-1 expression in injured nephrons and decrease the number of M1 macrophages. No change in the number of M2 macrophages between treated and untreated larvae was observed, suggesting that PTBA likely does not play a direct role in promoting macrophage polarization from pro-inflammatory to pro-repair. However, longitudinal studies may be needed to observe M2 conversion, as studies have shown that monocytes can infiltrate into sites of acute injury and differentiate into M2 macrophages at later time points (Dey et al., 2014). Overall, these findings indicate that PTBA improves the environment early during AKI events by promoting dedifferentiation/proliferation of tubular cells and preventing excessive pro-inflammatory peritubular macrophage recruitment.

We demonstrated that the pro-proliferative effects of PTBA on RTECs requires intact RA signaling. Activation of the RA pathway in RTECs has been shown to be a critical early step during the regenerative response, and HDACs are known to repress RA signaling (Brilli et al., 2013; Chiba et al., 2016). Thus, it is possible that PTBA may lower the threshold concentration of RA required to initiate the activation of downstream targets, or possibly prolong the window of active RA signaling (Menegola et al., 2006). Consistent with this idea, we showed that PTBA-enhanced proliferation only occurs in the context of injury and is dependent on intact RA signaling. The RA pathway is known to have a very early AKI response, within the first 24 hpi in zebrafish (Chiba et al., 2016). Since we are treating at 48 hpi, we know that the requirement for RA signaling is not an early, endogenous response, but is related to PTBA efficacy. This link between RA signaling and HDAC inhibition is best characterized in cancer cells, where HDIs alter gene expression and restore sensitivity to retinoid treatment (Jiang et al., 2008; Rettig et al., 2015; Touma et al., 2005; Wang et al., 2005). In our current study, we demonstrate that RA and HDI treatment can also work together to improve kidney regeneration. However, it is not clear whether the RA signaling is directly downstream of PTBA activity, or whether there are other pathways involved. There are many important pathways that play a role in kidney regeneration, such as CREB, Wnt, TGF-β, Hippo and EGF (Arany et al., 2008, 2005; Chen et al., 2018; Kawakami et al., 2013; Tan et al., 2016; Xu et al., 2016). In future studies, it will be important to determine whether these pathways are actively engaged in driving PTBA efficacy.

Remote organ damage results in an increased risk of morbidity and mortality in AKI (Depret et al., 2017). The heart, liver, lung and brain are frequently damaged during AKI via several pathways, such as inflammatory cascades, apoptosis and oxidative stress (Grams and Rabb, 2012; Nakazawa et al., 2017). Therefore, therapies that can target multiple organs will have greater therapeutic potential. Interestingly, we found that PTBA treatment can enhance cardiac regeneration by promoting cardiomyocyte proliferation and reducing fibrosis. Importantly, in uninjured hearts, PTBA does not increase cell proliferation, but has an effect only after cardiac injury. As with the kidney injury studies, we speculate that this is because RA production greatly increases in the zebrafish heart after injury to promote cardiomyocyte growth (Kikuchi et al., 2011). Future studies to determine the source of RA production will be necessary to understand whether there is a common cell type, such as immune cells, found in both the kidney and heart that mediates PTBA efficacy.

Taken together, the current work provides a cellular mechanism for how PTBA accelerates renal recovery during AKI and cardiac regeneration. The goal of ongoing and future studies is to determine HDAC-isoform selectivity and ultimately the molecular targets of PTBA. The most likely target appears to be class I HDACs. One attractive candidate is HDAC8, which has been linked to the repression of the developmentally important renal transcription factor gene *Lhx1* (Haberland et al., 2009; Saha et al., 2013). Furthermore, HDAC8 has been connected to RA signaling in cancer. Combined treatment of neuroblastoma cells with all-trans RA and an HDAC8 inhibitor resulted in enhanced tumor cell death (Rettig et al., 2015). Ultimately, studies to characterize the HDAC-isoform selectivity and downstream molecular targets of PTBA will further our understanding of how this class of compound mitigates renal injury and advance efforts to develop a new drug therapy for AKI.

## MATERIALS AND METHODS

### Zebrafish husbandry

Studies were approved by the University of Pittsburgh IACUC. Zebrafish were maintained as described (Westerfield, 1993). In addition to AB wild-type, embryos were used from the following published transgenic lines: *Tg(PT:EGFP)^nz4^* (Cianciolo Cosentino et al., 2013), *Tg(cdh17:mCherry)^pt307^* (Chiba et al., 2016), *Tg(lyz:EGFP)^nz117^* (Kitaguchi et al., 2009) and *Tg(mpeg1:dendra2)^uwm12^* (Harvie et al., 2013). For *in vivo* imaging, larvae were kept in E3 medium containing 0.003% 1-pheny1-2-thiourea (PTU) after 24 hpf. Both males and females were used for the study.

### Generation of transgenic line *Tg(hsp70l:EGFP-HS-dnRARα)*

*Tg(hsp70l:EGFP-HS-dnRARα)* transgenic fish were generated by gateway-based Tol2 transposon transgenesis (Kwan et al., 2007). To generate the transgenic fish, gateway cloning was used with the *hps70l* vector as the 5′ entry clone and GFP-dnRARα, a previously reported human dominant negative RARα, as the middle entry clone (Pogoda et al., 2018; Waxman and Yelon, 2011). PolyA was used as the 3′ entry clone. Constructs were injected into single-cell embryos and screened for insertion. In order to examine the effect of dnRAR during AKI, 2 dpi or 5 dpf zebrafish larvae were heat shocked at 37°C for 1 h. Then, the larvae were immediately treated with UPHD25 or DMSO.

### Gentamicin-induced AKI

Zebrafish larvae were injected with a single dose of gentamicin as previously described (Cianciolo Cosentino et al., 2010). Briefly, larvae were anesthetized in 160 mg/ml tricaine (Sigma-Aldrich)/E3 medium and injected with a total of 1 nl gentamicin (8-12 ng) (Sigma-Aldrich) diluted in saline into the common cardinal vein. After injection, larvae were incubated in 50 μg/ml penicillin/streptomycin diluted in E3 medium.

### Cardiac injury

Adult AB* or Tu wild-type zebrafish aged 6-18 months were anesthetized with tricaine then ventricle apex amputation was performed as previously described (Missinato et al., 2018).

### Chemical treatments

All compounds were diluted in E3 medium containing 1% DMSO. UPHD25 was synthesized by Enamine and used at a working concentration of 1 μM. For RA inhibition studies, zebrafish larvae were treated with 1 μM Ro41-5253 (Enzo Life Sciences) in 1% DMSO diluted in E3 for 24 h from 3 to 4 dpf, and then compound was washed out with several changes of E3. In adults, either 3 μl of 50% DMSO vehicle in PBS or 200 μM UPHD25 was delivered by retro-orbital injection (Pugach et al., 2009). Injections were performed daily, from 1-6 dpa, and hearts were extracted at 7 dpa to assess cardiomyocyte proliferation, and at 20 dpa to measure scar size.

### *In situ* hybridization

The *arginase-2* clone was synthesized and cloned into pEX-K248 with Sp6 promoter to drive the reverse transcription (Eurofins). *In situ* hybridizations were performed as previously described (de Groh et al., 2010). Larvae were cryosectioned and imaged using a 20× objective on an Axiovert 40 CFL brightfield scope (Zeiss). Images were captured using Axiovision Rel v4.8 software (Zeiss).

### Histological analysis

Immunofluorescence microscopy was performed on cryosections as described previously (Drummond and Davidson, 2010). Larvae were fixed in 4% paraformaldehyde and treated with a 10-30% sucrose/PBS gradient before embedding in tissue freezing medium (Ted Pella). Sections were generated at a thickness of 12 μm. Slides were blocked with 10% goat serum in PBST (0.1% Tween-20), followed by primary and secondary antibody incubations. All antibodies used in this paper are annotated in Table S1. Incubation with DAPI (Vector Laboratories) was used to counterstain nuclei. The slides were washed with PBS then mounted with Aqua Polymount (Polysciences). Sections were examined by confocal microscopy (Zeiss LSM 700).

To quantify Pax2a-positive cells in *Tg(PT:EGFP)* fish, we imported serial images into ImageJ 1.46r software (NIH). The ROI tool was used to outline the kidney in the green channel, and ‘Analyze Particle’ function was used to quantify the number of Pax2a-positive cells in the red channel. Background and threshold values were constant between groups for each experiment. Particle size range was 80 to infinity. Per nephron, three images were analyzed. Similar ImageJ analysis was performed in *Tg(PT:EGFP); Tg(mpeg1:dendra2)* fish to quantify macrophage cell size. For these images, there was no background removal, *mpeg1:dendra2* channel threshold was 53-255, and particle size range was 60 to infinity.

Heart cryosections were stained with AFOG as previously described (Missinato et al., 2018). Images were captured with a Leica MZ 16 microscope and Q Imaging Retige 1300 camera. Clot area was measured using ImageJ (NIH).

### Live confocal zebrafish imaging

At 24 h after gentamicin injection, *Tg(cdh17:mCherry); Tg(lyz:EGFP)* larvae were anesthetized in tricaine, embedded in a thin layer of 0.5% low-melt Sea Plaque agarose (Cambrex), and covered with E3 medium plus PTU to prevent pigment development. Image stacks were acquired using a Leica TCS SP5 multiphoton microscope (Leica Microsystems) with an HCX IRAPO L 20×/0.95 water immersion objective, non-descanned detectors and a custom-built motorized stage (Scientifica). Sequential stack scanning was performed bidirectionally with a resonant scanner (16,000 Hz, phase set to 1.69) with 32× line averaging and a zoom of 1.7×. EGFP and mCherry were excited with a Mai Tai DeepSee Ti:Sapphire laser (Newport/Spectra Physics) at 900 and 561 nm, respectively. Using the ‘Mark and Find’ function, (*x*,*y*) coordinates and *z*-series parameters (step size 1.48 μm) were defined for individual larvae. Images were captured every 27 min for 17 h. Maximal projections were compiled in series to generate time-lapse movies using LAS AF Version: 3.0.0 build 8134 and Metamorph software.

At 48 h after gentamicin injection, *Tg(cdh17:mCherry); Tg(mpeg1:dendra2)* larvae were processed for imaging using the protocol above. Image stacks were acquired using a Nikon Eclipse Ti confocal microscope (Nikon Instruments) with a 20× dry objective, and a motorized stage. Stacks were captured with 40 optical sections, with 5 μm step size. Dendra2 and mCherry were excited with 488 nm and 560 nm lasers, respectively. Dendra2 is photoconvertible with 488 nm and UV but maintains its original green fluorescence emission (509 nm) when imaged under laser power between 2 and 7%. Experiments utilizing *Tg(mpeg1:dendra2)* maintained low laser power to inhibit photoconversion from green to red. Using the ‘Mark and Find’ function, (*x*,*y*) coordinates and *z*-series parameters (5 μm) were defined for individual larvae. Images were captured every 90 min for 24 h. Maximal projections were compiled in series to generate time-lapse movies using Imaris image analysis software (Bitplane).

### Zebrafish pronephros and RNA isolation

*Tg(PT:EGFP)* larvae at 6 dpf were used to collect GFP+ pronephros (*N*=100 for gent-AKI; *N*=100 for gent-AKI+UPHD25) as described (Drummond and Davidson, 2010). All experiments were repeated three times. 

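The 3 libraries of each RNA-seq group were compared on log2 CPM over the same genes as the test. Across genes, which are not independent replicates, Pearson's r between libraries of gent-AKI+DMSO was between 0.968 and 0.972. Between libraries of gent-AKI+UPHD25 it was lower, between 0.919 and 0.944. The closest pair of all at full depth was DMSO replicate 1 and UPHD25 replicate 1, the deepest libraries, at r = 0.977. With counts thinned to the smallest library total their r was 0.965, below the 0.972 of DMSO replicates 2 and 3. The median SD of a gene's log2 CPM was 0.25 among the gent-AKI+DMSO libraries and 0.39 among the gent-AKI+UPHD25 libraries (n = 3 each). The first principal component held 41.6% of the variance and set UPHD25 replicate 3 apart. In UPHD25 replicate 3, 508 genes were at least 2-fold above every other library and 348 genes at least 2-fold below, against 109 and 202 genes in UPHD25 replicate 2, which came next.

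**Figure D3:**
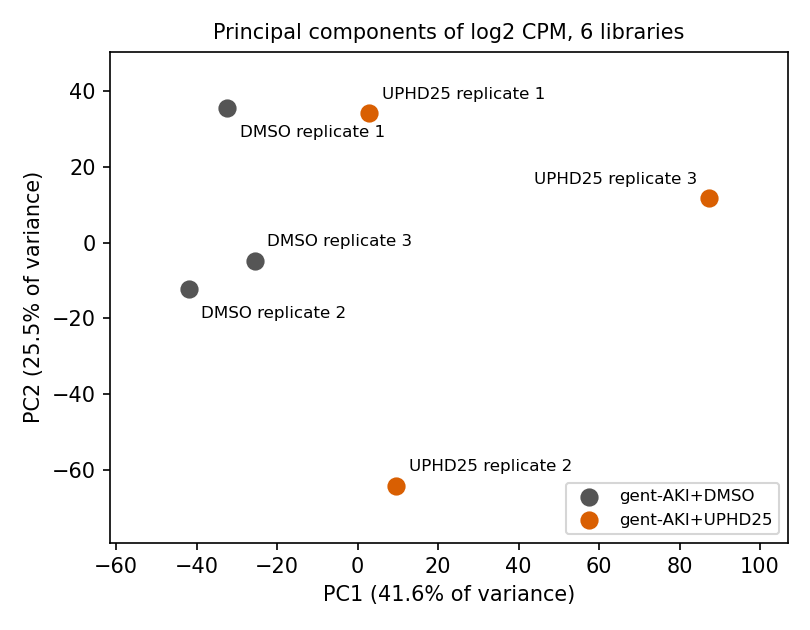
First and second principal components (41.6% and 25.5% of the variance) of log2 CPM, with a point for each library of gent-AKI+DMSO (grey) and gent-AKI+UPHD25 (orange). On the first component the DMSO libraries lie between -42.0 and -25.5, UPHD25 replicates 1 and 2 at 2.93 and 9.57, and UPHD25 replicate 3 at 87.4.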

The larvae were incubated in 10 mM DTT in E3 and tricaine for 1.5-2 h at room temperature then with 5 mg/ml collagenase I in HBSS (Sigma-Aldrich) for 2.5-3.5 h at 32°C. The larvae were washed in Minimum Essential Media and 10% fetal calf serum (Gibco). Fine forceps and a p10 pipette were used to dissect GPF+ pronephros. The RNeasy Micro kit (Qiagen) was used for RNA isolation.

### Library preparation and RNA sequencing

Total RNA (1 μg) underwent mRNA library preparation using TruSeq Stranded mRNA kit (Illumina), according to the manufacturer's protocol. Final libraries were normalized to 10 nM, pooled and diluted. NextSeq 500 were seeded with 1.8 pM denatured library for automated cluster formation for approximately 30- to 40-million reads per sample.

### RNA sequencing data analysis

We used Hisat2 (v2.1.0) (Kim et al., 2015) to align paired-end RNA-seq reads to the zebrafish reference genome (UCSC danRer11) and gene-level counts per million (CPM) were calculated using featureCounts (Liao et al., 2014) and edgeR (Robinson et al., 2010).

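CPM computed here from the deposited counts used the library's total over the genes tested multiplied by edgeR's TMM factor, which corrects for differences in RNA composition. The factors were 0.975, 0.903 and 1.00 for gent-AKI+DMSO replicates 1 to 3, and 0.970, 0.966 and 1.21 for gent-AKI+UPHD25 replicates 1 to 3. The mean factor was 0.959 ± 0.0501 (SD, n = 3) in gent-AKI+DMSO and 1.05 ± 0.141 (SD, n = 3) in gent-AKI+UPHD25, a difference within the spread between replicates. The 100 genes with the most counts over all libraries took between 26.7% and 28.9% of the counts in the gent-AKI+DMSO libraries. In gent-AKI+UPHD25 they took 27.2%, 24.96% and 21.2% in replicates 1, 2 and 3. A gene with 3 counts, taken as the floor, stood at between 0.100 CPM in the deepest library and 0.289 CPM in the shallowest. Floors of this kind cover counting error only, since reads amplified by PCR are not independent molecules.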

### Statistical analysis

Data were analyzed using Student’s *t*-test, one-way ANOVA, and two-way ANOVA as indicated, and data are reported as mean±s.e.m. *P*-values were considered significant when <0.05. For studies in zebrafish larvae, *N* reflects the number of nephrons included in the analysis per group. When visible, both nephrons per fish were included. For adult zebrafish studies, *N* reflects the number of hearts included per group.

## Supplementary Material

Supplementary information

How the deposited data were processed for this re-analysis (not part of the article)

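RNA-seq was analysed for proximal tubules dissected from pools of 100 *Tg(PT:EGFP)* larvae, in 3 libraries of gent-AKI+DMSO and 3 of gent-AKI+UPHD25. The authors aligned paired-end reads with Hisat2 to the zebrafish genome danRer11 and counted them per gene with featureCounts, and they deposited raw counts, one column per library, without normalization or filtering that the values show. The libraries were made with a stranded mRNA kit. The paper's text does not name featureCounts' strand option, the annotation release or the handling of reads that align to several genes, so genes that share reads with a near-identical copy or overlap another gene are uncertain. Columns were assigned to conditions and replicates by the sample labels, and 0 columns were left unassigned.

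Counts on genes per library ranged from 10781071 to 30750026. At this depth 3 counts, taken as the floor, stand for 0.100 to 0.289 CPM with TMM normalization. The common biological coefficient of variation between pools, estimated by edgeR, was 0.314.

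The comparison of gent-AKI+UPHD25 with gent-AKI+DMSO used all 6 libraries, edgeR 4.0.16 under R 4.3.3, TMM normalization, filterByExpr with its minimum count of 10 and minimum total of 15, and the quasi-likelihood functions glmQLFit and glmQLFTest with the group as the only term. P-values were two-sided and adjusted by the Benjamini-Hochberg method over the 17497 genes tested, with a threshold of 0.05. Log2 CPM for correlations and principal components used a prior count of 2. A single gene's CPM was compared by a two-sided exact permutation test, which for 3 libraries against 3 gives no p under 0.1. The pairing of libraries by replicate number comes from the sample labels. The paper states that the experiments were repeated, and its text does not say that pools with the same number were raised or sequenced together.

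The edgeR and DESeq2 steps were tested on simulated counts for the same 17497 genes, with 200 genes changed by 2-fold or 4-fold. Counts were drawn with the real means, library sizes and gene dispersions. Libraries were drawn independently, with the same dispersion in both groups. In the data the median SD of a gene's log2 CPM was 0.25 in gent-AKI+DMSO and 0.39 in gent-AKI+UPHD25. Same-numbered libraries also deviated together, so the numbers called need not carry over to the data. Of the 100 genes changed 4-fold, edgeR's quasi-likelihood test called 69 and DESeq2 called 87. Of the 100 genes changed 2-fold, edgeR called 5 and DESeq2 called 28. Among the unchanged genes edgeR called 14 and DESeq2 called 53.

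The alternatives chosen before the data were examined were library totals, DESeq2 size factors and upper quartile scaling in edgeR, DESeq2's Wald test (DESeq2 1.42.0), no filter on low counts, at least 10 counts in every library, the replicate number as a block, and each library left out in turn. Chosen after seeing the data were edgeR's likelihood ratio test, limma's voom with sample quality weights (limma 3.58.1), counts thinned to the smallest library total with seed 1, and DESeq2 with the replicate number as a block.

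The count table lists genes by Ensembl identifier. The table of zebrafish gene names at hand holds none of these identifiers, so 0 identifiers were paired with a symbol. The log2 fold changes of pax2a, vim and havcr1 (kim-1), the epithelial and mesenchymal sets and the other gene sets listed before the data were examined were therefore not analysed here. The rule set for naming genes was to report the genes the paper names, members of the epithelial and mesenchymal sets, and the genes past the threshold with groups that do not overlap. It selected no gene, and the 4 identifiers given in the text were chosen after their values were seen. Checks on gene length, GC content and genomic position are void, since no gene had these values.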

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

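The tests given here were chosen after the result was seen. The paper's text does not give the identifier ENSDARG00000074983, and whether it discusses this gene by name was not established. The gene had 1, 0 and 1 counts in the DMSO libraries and 19, 14 and 63 counts in the UPHD25 libraries. It stood out because its signal after UPHD25 was above the level of the control libraries, which were all at or under 3 counts. Its mean level after UPHD25, 2.14 ± 1.83 CPM (SD, n = 3), was at least 10.2-fold higher than 3 counts would give in the DMSO libraries. This mean leans on UPHD25 replicate 3, which had the 63 counts. It did not pass edgeR's filter on low counts and so has no adjusted p in the comparison made with that filter. All 3 UPHD25 libraries were above all 3 DMSO libraries (two-sided exact permutation test, p = 0.1, the smallest p that 3 libraries against 3 allow). After thinning every library to the smallest total the lowest UPHD25 library had 11 counts. This does not test a difference in library size, since the deepest library was a DMSO library and the shallowest a UPHD25 library, so the outcome was fixed in advance. The opposite pattern was found for 1 gene, ENSDARG00000109399, with 24, 15 and 14 counts after DMSO and 2, 3 and 2 after UPHD25, at least 5.41-fold lower. Chance assignment of libraries to groups was tested on the number of genes at 10 or more counts in every library of one group and at 3 or fewer in every library of the other. The real split gave 2 such genes. As many were given by 1 of the 4 splits that part all 3 same-numbered pairs, the real one itself, and the others of these gave at most 1. Over all 10 splits, 3 gave as many, with up to 21 genes in a split that keeps 2 same-numbered pairs together. With 4 or 10 splits chance is not excluded. Reads shared with another gene were not tested, since gene positions and sequences were not used here.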

How the results depend on the processing

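No gene passed an adjusted p of 0.05 (0 genes, with 2186 at an unadjusted p under 0.05) in edgeR's quasi-likelihood test. The count was also 0 with library totals, DESeq2 size factors, upper quartile scaling, no filter on low counts, at least 10 counts in every library and the replicate block. It was 0 too with voom's sample quality weights and with thinned counts, both chosen after seeing the data. Across these settings the number of genes with an unadjusted p under 0.05 was between 1863 and 2722, the higher with the replicate number as a block. Across the 6 fits that each left out one library, the genes past the threshold numbered from 0 to 1 and those with an unadjusted p under 0.05 from 1475 to 3011.

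DESeq2's Wald test gave 639 genes past the threshold, 518 higher and 121 lower. Chosen after seeing the data, edgeR's likelihood ratio test gave 558 genes (483 higher, 75 lower) and DESeq2 with the replicate block gave 767 genes (560 higher, 207 lower). DESeq2 and the likelihood ratio test shared 526 genes. The likelihood ratio test used the same 17497 genes and TMM factors as the quasi-likelihood test, and DESeq2 size factors or no filter in edgeR's quasi-likelihood test gave 0 genes (2182 and 2710 at an unadjusted p under 0.05), so neither the scaling nor the filter alone makes the gap between the tests. On simulated counts for 17497 genes DESeq2 called 53 unchanged genes and edgeR's quasi-likelihood test 14. DESeq2 also called more of the changed genes, 87 against 69 of those changed 4-fold and 28 against 5 of those changed 2-fold. In both tests the unchanged genes were a larger share of the calls than the threshold of 0.05 allows. The 639 genes may therefore hold more false calls than that threshold implies. How far the simulated share carries over is not known, since the simulation drew libraries independently and with the same dispersion in both groups.

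The gene called by edgeR's quasi-likelihood test without UPHD25 replicate 2 was ENSDARG00000045677. Its adjusted p was 0.0122 in that fit and 0.207 over all 6 libraries, and it ranged from 0.00232 to 0.580 over its alternatives. It had 26, 11 and 12 counts after DMSO and 910, 9 and 1153 counts in UPHD25 replicates 1, 2 and 3, so the rise was in 2 of 3 libraries (two-sided exact permutation test of CPM, p = 0.4). For ENSDARG00000036893 the log2 fold change stayed between -1.37 and -1.14 over its alternatives, and its adjusted p ranged from 5.88e-06 to 0.580. Over the alternatives run for these 2 genes, 27 of 33 left the gene on the same side of the threshold, 6 moved it past the threshold and 0 reversed its direction.

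The median log2 fold change of all genes was 0.03 with TMM and 0.15 with library totals. The share of higher genes among those with an unadjusted p under 0.05 was 72.7% with TMM and 85.1% with library totals. Genes with a log2 fold change below -1 numbered 248 with TMM and 165 with library totals. DESeq2, which took in genes with lower counts, gave 3308 genes above 1 and 1571 below -1. The same numbers were 3091 and 1427 for DESeq2 with the replicate block and 3870 and 1744 with no filter on low counts. With one library left out in turn, 916 to 1990 genes were above 1 and 260 to 585 below -1. The lowest number above 1 was without UPHD25 replicate 3. The cause was not tested. The number of genes whose groups do not overlap was 3117 with TMM, where chance gives 10% of the 17497 genes if the libraries are independent. The number was between 2768 and 3865 under the other scalings and filters and with thinned counts.

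The mean correlation of UPHD25 replicate 3 with the other libraries was 0.919, and 0.959 with no filter on low counts. Depth limits the comparison for genes at a few counts: a gene at 3 counts in the shallowest library stands at 0.289 CPM. The alternatives set for pax2a, vim, havcr1 and the gene sets, the camera and fry tests among them, were not run, since identifiers were not paired with names.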

Differences from the paper's values

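The paper gives a sequencing depth of approximately 30 to 40 M reads per sample. The lowest library had 10.8 M counts on genes, against the paper's lower end of 30 M reads. Reads sequenced and counts on genes are different quantities, and reads that were not counted on a gene were not analysed here. None of the alternatives set before the data were examined closed the gap, and none of them was able to: a filter on low counts only lowers a total (10.7 M with at least 10 counts in every library), and leaving out UPHD25 replicate 2 only leaves the next lowest library (11.9 M). The highest library had 30.75 M counts on genes.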

Other observations

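The tests of depth and batch for the likeness of the replicate 1 libraries, the test of depth for UPHD25 replicate 3 and the tests of the number of genes detected were chosen after the result was seen.

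Other splits of the 6 libraries into 3 and 3 were compared with the real one. With edgeR's quasi-likelihood test all 10 of the 10 splits gave 0 genes past the threshold. As the real split gave 0, every split gives at least as many, so this count does not bear on chance. For the genes with an unadjusted p under 0.05, 1 of the 10 splits, the real one itself, gave as many as the real 2186. The other splits gave between 253 and 1707. With DESeq2, 1 of the 10 splits, again the real one itself, gave as many as 639 genes, and the other splits gave between 0 and 231. Only 4 of the 10 splits part all 3 same-numbered pairs. Among these 1 of 4, the real split itself, gave as many genes by either measure, and the other 3 gave at most 343 genes with an unadjusted p under 0.05 and at most 1 gene with DESeq2. The 6 other splits keep 2 same-numbered pairs together and gave more, up to 1707 and 231 genes. Genes whose groups do not overlap numbered 3117 in the real split. They numbered at most 968 in the other 3 splits that part all pairs, and up to 2697 in the splits that keep pairs together. With 10 splits no share under 0.1 can be reached, and with 4 splits none under 0.25, so chance assignment of libraries to groups is not excluded.

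The genes called by DESeq2 were tested against unequal library sizes. After thinning every library to the smallest total, DESeq2 called 501 genes, of which 461 were among the 639. Most of the calls thus did not need the unequal depths of the libraries. A difference between the groups was not tested by this, since their median totals, 12031990 after DMSO and 12326927 after UPHD25, were close. Dependence on UPHD25 replicate 3 was tested by leaving it out. Without it, 28.3% of the 639 genes were called, and 437 of the 518 higher genes had their highest level in that library. The share was lower still without DMSO replicates 1 and 2, at 25.2% and 20.0%, and it was 37.1% without DMSO replicate 3, while 86.9% and 64.0% were called without UPHD25 replicates 1 and 2. In all, DESeq2 called 251 genes without UPHD25 replicate 3, against 1298 and 660 without UPHD25 replicates 1 and 2, so that the loss of a UPHD25 library did not in itself lower the number. It called 175, 136 and 252 genes without DMSO replicates 1, 2 and 3. The number of calls depended on UPHD25 replicate 3 and also on each DMSO library, so a part played by UPHD25 replicate 3 alone was not shown.

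UPHD25 replicate 3 had the lowest mean correlation with the other 5 libraries, 0.919 across genes. Its depth, 12.3 M counts, lay between those of the other libraries. Thinning every library to the smallest total gave it a mean correlation of 0.917, still the lowest, against 0.938 to 0.950 for the other libraries. DMSO replicates 2 and 3 and UPHD25 replicate 2 had fewer counts (11.9 M, 12.0 M and 10.8 M). Their mean correlations without thinning were higher, at 0.949, 0.952 and 0.939. These values argue against depth as the reason that this library stands apart. The 100 genes with the most counts over all libraries took 21.2% of its counts, the lowest share of the 6 libraries. This does not exclude that a few genes set this library apart, since the 100 genes were not ranked in this library alone. Leaving these genes out gave a mean correlation of 0.914, a test that moves every library little and does not decide. A stronger response to UPHD25 in this pool was tested on the 508 genes raised at least 2-fold above every other library. In UPHD25 replicates 1 and 2 these genes were higher than in the DMSO libraries by 0.61 on the log2 scale, and 76.2% of them were higher, against 50.5% of all genes. Of the 10 divisions of the other 5 libraries into 2 and 3, 1 gave as large a difference, the real one itself, and the largest other difference was 0.33. The 348 genes reduced in replicate 3 showed no such shift, at -0.03. RNA from other tissues in the dissected kidneys was not decided by the data at hand. The median log2 CPM in the other 5 libraries was 1.32 for the raised genes, 3.89 for the reduced genes and 3.56 for all genes. These genes were selected by their levels in the same libraries, which builds in part of the difference. Markers of other tissues were not analysed here. A stronger response in this pool may explain the pattern as a hypothesis. Such a response cannot be told apart from RNA of other tissues or from chance. A mislabelled library was not tested.

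At full depth DMSO replicate 1 and UPHD25 replicate 1 resembled each other more than any other pair of libraries, and they were the deepest. Their deviations from the group means correlated at 0.49 across genes. After thinning to the smallest total the correlation was 0.41, still the highest of the 9 pairs across groups, so that depth did not account for it in full. After the same thinning their libraries' r was 0.965, below the 0.972 of DMSO replicates 2 and 3. A batch shared by replicate number was tested over the 6 ways to pair the libraries across groups: 1 of the 6, the pairing by number itself, gave a mean correlation of deviations as high as 0.33, and the next gave 0.15. A shared batch is a candidate explanation that 6 pairings are too few to decide. No biological explanation was tested. The paper states that the experiments were repeated, and its text does not say whether same-numbered pools came from the same repeat.

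As PTBA is described by the paper as an HDAC inhibitor, the hypothesis was tested that UPHD25 raises the number of genes detected at equal depth. After thinning, 22314 ± 234 genes (SD, n = 3) had at least 1 count after DMSO and 22804 ± 387 genes (SD, n = 3) after UPHD25. The number was higher after UPHD25 in 3 of 3 same-numbered pairs, by 341 to 664 genes. Of the 4 splits that part all 3 pairs, 1, the real one itself, gave a difference as large as 491 genes, and the largest other difference was 263. The smallest two-sided exact permutation p that 3 pairs allow is 0.25. Over all 10 splits 3 gave a difference as large (two-sided exact permutation test, p = 0.3), and the 2 besides the real one keep 2 same-numbered pairs together. The direction was that of the hypothesis in every pair, and chance was not excluded. The highest number, 23157, was in UPHD25 replicate 3, the library that stands apart. RNA from other tissues may also raise the number of genes detected, and it was not tested for this result. The difference is therefore not tied to HDAC inhibition.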
